A study of Mus musculus with 33 samples. Its data were reported in "Pristane-Accelerated Autoimmune Disease in (SWR X NZB) F1 Mice Leads to Prominent Tubulointerstitial Inflammation and Human Lupus Nephritis-Like Fibrosis" (2016).

How the data were processed

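Kidneys of lupus-prone mice of the NZB X NZW F1 (BWF1) cross were profiled on Affymetrix whole-genome mouse arrays, with 1 array per kidney and 1 colour (biotin) per array. The labels place 3 kidneys in an untreated group and 5 kidneys in each of 6 groups collected 1, 2, 3, 5, 7 or 9 weeks after an adenovirus carrying interferon-alpha (Adv-IFNα). The 33 arrays come from separate mice by the design text of the series. The labels give no age or week for the untreated mice and list no group that received an empty virus, so the effect of the vector and that of the interferon were not separated here. The study describes its controls as matched in age, but the labels do not say which collection week the untreated mice match. A single group cannot match all of the weeks, so ageing was not separated from treatment where it does not.

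Total RNA was extracted with Trizol and labelled with NuGEN Ovation reagents per the labels. The values deposited by the authors are log2 intensities after robust multi-array average (RMA) normalization, which corrects background, makes the distributions of the arrays equal at the probe level and summarises the probes of a probe set. The base of the logarithm is not written in the table. It was taken as log2 because the values ran from 0.585 to 13.9, as RMA values do. RMA and Partek are named in the submitters' processing notes, without versions. The deposited values were used without further normalization, and array medians lay between 3.97 and 4.09. Signal in an array has no count behind it, so the number of arrays limits the precision, and dim probe sets carry compressed changes.

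The table held 45141 probe sets. After 104 control probe sets were left out, 45037 were tested. A probe annotation paired 28898 of them with 1 gene symbol and 551 with several symbols, and 15588 were unnamed in it. Genes were named only from probe sets with 1 symbol, with symbols updated through the gene identifier. Each of the 17097 genes named in this way was represented by its probe set with the highest mean value, and 7180 genes had more than 1 probe set. Aim2, which the study discusses, was not analysed here because no probe set was paired with it. Col1a2 was paired only with a dim probe set. No genome build is named for these arrays, and no coordinates are given.

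All 33 arrays entered 1 linear model with 7 group means, fitted with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, so that each contrast shared 1 variance estimate per probe set with 26 residual degrees of freedom. Spread could differ between groups, as for Lcn2 (SD 2.15 at week 9 and 0.098 at week 1) and Pvalb (SD 1.73 and 0.16). For such genes a shared variance can understate the error of the late weeks. Every adjusted p of a gene comes from limma with Benjamini-Hochberg adjustment over the 45037 probe sets of a contrast. A probe set was called when its adjusted p was below 0.05 and its change exceeded 2-fold. Within gene lists, a member rose or fell when its adjusted p was below 0.05, whatever its fold. The contrasts were each week against untreated, week 9 minus week 1, and each collection week minus the one before.

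The 30 gene lists, the model, the rule for named genes and the alternatives were fixed before the data were examined, except the alternatives given as added. Lists were tested with limma's camera at a preset correlation of 0.01 between genes, 1 probe set per gene, with adjustment over the 30 lists of a contrast. Camera asks whether the members of a list moved more than other genes. It was repeated with the correlation estimated from the data for each list, and fry was run as well, which asks only whether members moved on balance in a single direction. Some lists share genes. Of the macrophage and monocyte list, 5 members stand in other lists too. The number was 4 each for the interferon-stimulated and nucleic acid sensor lists and 3 each for the tubular injury and leukocyte adhesion lists. It was 2 each for the chemokine and acute phase lists and 1 each for the MHC class II, proximal tubule, neutrophil and fat lists.

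The rule for named genes was as follows. For week 9 these were the 10 genes with the largest rise and the 10 with the largest fall among called genes for which every treated array lay beyond every untreated array. The same rule gave 6 per direction for week 1 and for week 9 minus week 1, and 3 per direction for the other weeks. Up to 4 members per list were named by the size of their change among those with an adjusted p below 0.05. The genes named in the text of the study were added, and genes without an official name were counted but not named. Genes outside this rule are said to be chosen after their values were seen.

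The model was tested on simulated data. For week 9 against untreated, with 45037 probe sets and 50 changed probe sets per fold size, 24% passed the adjusted p in the right direction at a true 1.5-fold change, 82% at 2-fold, 100% at 4-fold and 98% at 8-fold, beside 13 unchanged probe sets. With the 2-fold threshold added these shares were 0%, 50%, 100% and 98%, beside 2 unchanged probe sets. An unchanged week 1 gave 0 with or without the fold threshold. The list test, run over 17097 genes, called the 1 shifted list and 0 of the 29 others, which by construction had no shift. This does not show how the test at the preset correlation behaves at the correlations estimated for the real lists. That of interferon-stimulated genes, for instance, was 0.63.

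The alternatives were a model of only the 2 groups compared, a filter on dim probe sets, renewed quantile normalization, subtraction of array medians, an intensity trend or robust prior for the variance, array weights, the replicate number as a block, other fold thresholds, other ways of combining probe sets, and leaving out each array in turn. Added after the data had been seen were a model without 2 arrays with adrenal transcripts, the beta-actin 3′/5′ ratio as a covariate and the mean globin signal as a covariate. Differences in control ratios between treated and untreated arrays were tested with exact permutation tests. Scan dates and plates were not used here.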

Results

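The data were kidney transcript levels of 33 BWF1 mice, a cross that develops lupus nephritis, measured on 1 array per mouse. Adv-IFNα, an adenovirus that makes the mouse produce interferon-alpha, had been given to 30 of the mice, and 5 of these were sampled at each of weeks 1, 2, 3, 5, 7 and 9. The other 3 mice were untreated. Correlations between pairs of arrays across the 45037 probe sets lay between 0.965 and 0.994. The 3′/5′ ratio of beta-actin, a control for RNA integrity, was 1.57 ± 0.16 (SD, n = 3) on the log2 scale in untreated and 1.95 ± 0.11 (SD, n = 30) in treated kidneys, a difference of 0.38 (exact two-sided permutation test, p = 3.67e-04), and 29 of 30 treated arrays lay above the highest untreated array. Every comparison with untreated kidneys below therefore also compares arrays that differ in this ratio. Single named genes were not tested again with this ratio or the globin signal as a covariate, only the counts and the lists were. For Gapdh the ratios were 1.51 and 1.52 (exact two-sided permutation test, p = 0.885).

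The comparisons of each week with untreated kidneys address how the kidney transcriptome moves over the weeks after the interferon vector is given. The number of called probe sets was 209 at week 1 (204 up, 5 down), 175 at week 2 (167 up, 8 down), 213 at week 3 (197 up, 16 down), 325 at week 5 (302 up, 23 down), 1444 at week 7 (1060 up, 384 down) and 1101 at week 9 (891 up, 210 down). In named genes these were 138, 119, 138, 224, 949 and 720. The upward balance was weaker without a fold threshold at every week, and only at week 9 did more probe sets then fall than rise. Without a fold threshold 451 probe sets rose and 192 fell at week 1, 395 and 202 at week 2, 484 and 136 at week 3, 833 and 499 at week 5, 4438 and 2619 at week 7 and 2885 and 3393 at week 9. The number of falls depended on the settings and on single arrays. With only the 2 groups compared it was 10 at week 1 and 7 at week 2, and with array weights 3 at each. With the beta-actin ratio as a covariate it was 7 and 4, and without dim probe sets it stayed at 5 and 8. At week 1 it was 40 without untreated replicate 2, 1 without untreated replicate 3, 9 without untreated replicate 1 or week 1 replicate 4 and 8 without week 1 replicate 1. Without untreated replicate 2 it was 36 at week 2, 36 at week 3 and 65 at week 5, without untreated replicate 3 it was 5 at week 2, without week 7 replicate 4 it was 630 at week 7, and without week 9 replicate 2 it was 329 at week 9.

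**Figure D1:**
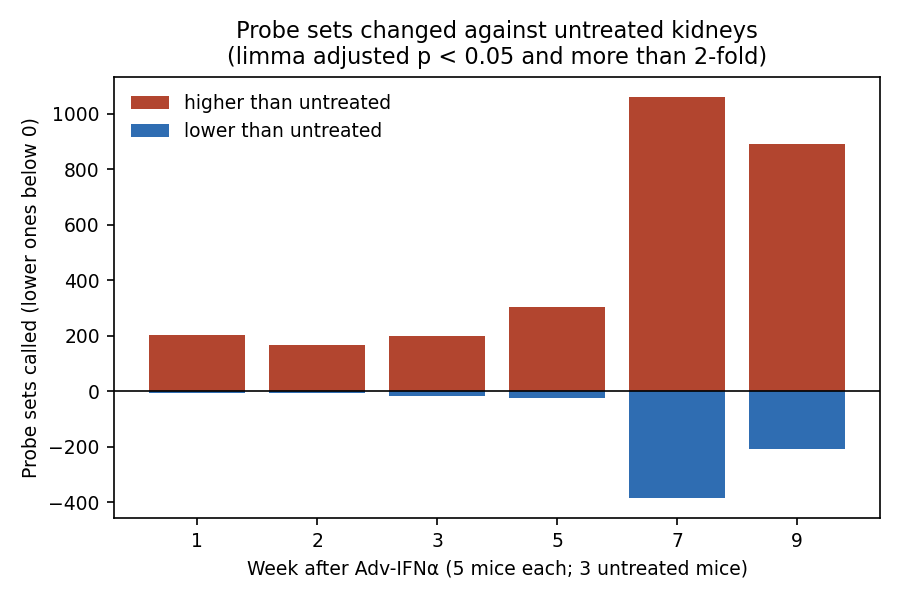
Number of probe sets called against untreated kidneys (vertical axis, probe sets; calls up above 0 and calls down below 0) at each collection week (horizontal axis, weeks after Adv-IFNα, 5 mice per week and 3 untreated mice). Calls rose from 325 at week 5 to 1444 at week 7.

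At week 1 the kidney showed a rise of interferon-stimulated genes. Ifit1, an antiviral RNA-binding protein, stood at 10.45 ± 0.19 (SD, n = 5) on the log2 scale against 5.45 ± 1.37 (SD, n = 3) in untreated kidneys, a rise of 5.00 (SE 0.41, adjusted p = 8.78e-10). Oasl2, of the oligoadenylate synthetase family, rose by 4.41 (SE 0.42, adjusted p = 1.14e-08), Gbp10, a guanylate-binding GTPase, by 4.41 (SE 0.39, adjusted p = 3.92e-09), Irf7, a transcription factor that amplifies interferon production, by 4.36 (SE 0.40, adjusted p = 5.21e-09), Oas3 by 4.21 (SE 0.47, adjusted p = 2.53e-07) and Usp18, a brake on interferon receptor signalling, by 3.86 (SE 0.35, adjusted p = 3.92e-09). By the naming rule each of these was higher in 5 of 5 treated arrays than in any untreated array. The rise of Ifit1 was 5.72 without untreated replicate 1 and 4.36 without untreated replicate 3. No falling gene met the naming rule. The 5 probe sets called down held 1 with a gene name, a dimmer probe set of Sh3rf1 at -1.12 (adjusted p = 9.65e-04), chosen after its values were seen. The brightest Sh3rf1 probe set gave 0.45 (adjusted p = 0.206) and the 2 others gave -0.13 (adjusted p = 0.761) and -0.07 (adjusted p = 0.886).

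At week 1, 8 of the 30 lists passed. Among interferon-stimulated genes 36 of 37 measured members rose, also 36 adjusted over the list alone, with a median log2 change of 2.48 (camera adjusted p = 3.83e-109, and adjusted p = 3.58e-04 with an estimated correlation). Among interferon-gamma-inducible GTPases and chemokines, effectors against intracellular pathogens, 8 of 17 rose (12 up and 1 down adjusted over the list alone), led by Tgtp1 at 3.25 and Irgm1 at 3.22. MHC class I presentation had 8 of 12 rising (11 adjusted over the list alone), with H2-T23 at 2.19 and H2-K1 at 2.15. Of the nucleic acid sensors 8 of 18 rose (9 adjusted over the list alone), with Ifih1 at 2.64 and Dhx58 at 2.51. These 3 lists had medians of 1.52, 1.05 and 0.67 and each passed with an estimated correlation too (adjusted p = 0.0265 with an estimated correlation for each). In the complement list 6 of 17 rose (9 adjusted over the list alone), with C4b at 2.81 and C2 at 1.31 and a median of 0.62 (adjusted p = 2.39e-08, and adjusted p = 0.1005 with an estimated correlation).

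At week 1 the macrophage and monocyte list had 3 of 27 members rising (5 adjusted over the list alone), namely Ms4a6c at 1.73, Adgre1 at 1.28 and Ly6c1 at 1.21, with a median of 0.17 (adjusted p = 0.0124), and the chemokine list 1 of 26 (1 adjusted over the list alone), Ccl3 at 1.12, with a median of 0.33 (adjusted p = 0.0262). The immediate early list moved down with 0 of 22 members passing and a median of -0.19 (adjusted p = 0.0307). All 3 had an adjusted p = 0.945 with an estimated correlation. The chemokine list did not pass without untreated replicate 2 (adjusted p = 0.122), and with the globin signal as a covariate neither it (adjusted p = 0.190) nor the macrophage list (adjusted p = 0.0722) passed. The immediate early list did not pass without untreated replicate 1 (adjusted p = 0.0872) or 3 (adjusted p = 0.256) or without week 1 replicate 1 (adjusted p = 0.0940) or 5 (adjusted p = 0.0751), and with the beta-actin ratio as a covariate it did not pass, with an upward sign (adjusted p = 0.790). With the mean of a gene's probe sets 7 lists passed at week 1, all upward, so the immediate early list was not called down.

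At week 2 the interferon-stimulated genes were again the leading group. Ifit1 rose by 4.10 (SE 0.41, adjusted p = 1.11e-07), Gbp10 by 3.58 (adjusted p = 5.73e-07) and Oasl2 by 3.50 (adjusted p = 2.54e-06), each higher in 5 of 5 treated arrays than in any untreated array. Without untreated replicate 1 or 3 the rise of Ifit1 was 4.82 or 3.46. Per2, a component of the circadian clock, fell by 1.14 (SE 0.25, adjusted p = 0.0147) and Cldn14, a tight junction protein of the nephron, fell by 1.05 (SE 0.20, adjusted p = 0.00281), again in 5 of 5. The other called falls in named genes, chosen after their values were seen, were Noct, a clock-controlled phosphatase (-1.29, adjusted p = 0.0188), and Nr4a3, an immediate early nuclear receptor (-1.28, adjusted p = 0.0322), each in 4 of 5 arrays, and the dimmer probe set of Sh3rf1 (-1.18, adjusted p = 6.37e-04). The brightest Sh3rf1 probe set gave 0.05 (adjusted p = 0.929) and its 2 others -0.28 (adjusted p = 0.375) and -0.08 (adjusted p = 0.868), and the other Nr4a3 probe sets gave -0.09 (adjusted p = 0.814) and 0.12 (adjusted p = 0.781). The fall of Cldn14 did not pass without untreated replicate 1 (-0.74, adjusted p = 0.0638) and that of Per2 did not pass without untreated replicate 1 (adjusted p = 0.0509) or 3 (-0.96, adjusted p = 0.130). A further Per2 probe set gave -0.57 (adjusted p = 0.176).

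The lists that passed at week 2 numbered 5 of 30. Of interferon-stimulated genes 33 of 37 rose (36 adjusted over the list alone, median 1.88, adjusted p = 7.65e-78, and adjusted p = 0.00338 with an estimated correlation). Of the interferon-gamma-inducible list 8 of 17 rose (8 up and 1 down adjusted over the list alone), with Tgtp1 at 2.63, of MHC class I 4 of 12 (9 adjusted over the list alone), with Nlrc5, a transactivator of these genes, at 1.95, and of the sensors 8 of 18 (8 adjusted over the list alone), with Ifi204 at 2.13. These 3 had medians of 0.91, 1.03 and 0.43 and an adjusted p = 0.124 with an estimated correlation each. Complement had 2 of 17 rising (4 adjusted over the list alone), C4b at 2.36 and C1ra at 1.08, with a median of 0.22 (adjusted p = 0.00165, and adjusted p = 0.757 with an estimated correlation).

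At week 3 Ifit1 rose by 4.28 (adjusted p = 3.39e-08), Gbp10 by 4.27 (adjusted p = 1.39e-08) and Oas3 by 3.88 (adjusted p = 1.74e-06), each in 5 of 5 treated arrays. Without untreated replicate 1 or 3 the rise of Ifit1 was 4.99 or 3.63. Nr4a3 fell by 2.51 (SE 0.32, adjusted p = 3.13e-06), Slc5a3, a myo-inositol transporter that answers to medullary salt, fell by 1.23 (SE 0.22, adjusted p = 0.00107), and Noct fell by 1.20 (SE 0.30, adjusted p = 0.0316), in 5 of 5 each. The 2 other Nr4a3 probe sets, both dimmer, gave 0.01 (adjusted p = 0.980) and 0.08 (adjusted p = 0.864). The fall of Noct did not pass without untreated replicate 1 (adjusted p = 0.0576) or 3 (-0.88, adjusted p = 0.253), or without week 3 replicate 1 (adjusted p = 0.0557), 2 (adjusted p = 0.0538), 4 (adjusted p = 0.0687) or 5 (adjusted p = 0.0543), or with array weights (adjusted p = 0.125). Over all comparisons 2 named changes lost their call with array weights, that of Noct included.

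Lists that passed at week 3 numbered 8 of 30. Interferon-stimulated genes had 34 of 37 members rising (36 adjusted over the list alone, median 2.13, adjusted p = 5.89e-83, and adjusted p = 0.00228 with an estimated correlation). The interferon-gamma-inducible list had 9 of 17 (13 up and 1 down adjusted over the list alone, median 1.77), with Iigp1 at 2.93, and MHC class I 6 of 12 (12 adjusted over the list alone, median 1.42), with H2-K1 at 2.25. Both passed with an adjusted p = 0.0383 with an estimated correlation. Of the sensors 8 of 18 rose, with Ifih1 at 2.16, and the median was 0.43 (adjusted p = 6.17e-10, and adjusted p = 0.0741 with an estimated correlation). Complement had 2 of 17, C4b at 2.69 and C2 at 1.01, and 8 adjusted over the list alone (median 0.52, adjusted p = 3.02e-05, and adjusted p = 0.349 with an estimated correlation).

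At week 3 the macrophage list had 2 of 27 members rising, Ms4a6c at 1.64 and Ly6c1 at 0.91 (median 0.21, adjusted p = 0.0312), the cell cycle list 1 of 31, Mcm6 at 1.06 (median 0.22, adjusted p = 0.0312), and the Fc receptor list 0 of 13, with 1 adjusted over the list alone (median 0.22, adjusted p = 0.0323). All 3 had an adjusted p = 0.876 with an estimated correlation. None of the 3 passed without untreated replicate 1 (adjusted p = 0.0730, 0.0647 and 0.0647 in the order above), untreated replicate 2 (0.0818, 0.0919 and 0.0638), week 3 replicate 2 (0.130, 0.114 and 0.135) or week 3 replicate 3 (0.116, 0.0713 and 0.0892), which left 5 lists each time. The Fc receptor list did not pass without untreated replicate 3 either (adjusted p = 0.112), and with the beta-actin ratio as a covariate neither it (adjusted p = 0.158) nor the macrophage list (adjusted p = 0.0536) passed.

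At week 5 the largest named rises included genes of myeloid cells. Slfn4, a Schlafen protein of activated myeloid cells, rose by 4.04 (SE 0.61, adjusted p = 1.26e-04), Oas3 by 3.82 (adjusted p = 5.85e-06) and Fpr2, a formyl peptide receptor of phagocytes, by 3.76 (adjusted p = 1.86e-05). Without untreated replicate 1 the rise of Fpr2 was 4.48. Slfn4 already stood between 7.07 and 7.36 in the 5 kidneys of week 1. Serpina6, which encodes the corticosteroid-binding globulin, fell by 2.26 (SE 0.45, adjusted p = 0.00359), Nr4a3 fell by 1.91 (adjusted p = 4.18e-04) and Slc5a3 fell by 1.30 (adjusted p = 5.17e-04). By the naming rule each of these changes held in 5 of 5 treated arrays against every untreated array. The other Nr4a3 probe sets gave -0.14 (adjusted p = 0.669) and 0.07 (adjusted p = 0.865).

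Of the 30 lists, 13 passed at week 5, each upward. Interferon-stimulated genes had 32 of 37 rising (35 adjusted over the list alone, median 1.62) and leukocyte adhesion 7 of 14 (8 adjusted over the list alone, median 0.60), with the hyaluronan receptor Cd44 at 1.91 and the integrin Itgb2 at 1.86. Both passed with an adjusted p = 0.0233 with an estimated correlation. The macrophage list had 10 of 27 rising (14 adjusted over the list alone, median 0.62, adjusted p = 5.42e-11), with Ms4a6c at 2.84 and Cd68 at 1.55. The interferon-gamma-inducible list had 10 of 17 (12 up and 1 down adjusted over the list alone), MHC class I 4 of 12 (9), complement 3 of 17 (10), Fc receptors 3 of 13 (5), chemokines 5 of 26 (10), sensors 9 of 18 (10) and neutrophil genes 4 of 17, where the numbers in parentheses are adjusted over the list alone. Fcgr4 rose by 1.81, Ccl3 by 1.39 and the inflammasome product Il1b by 1.22. These lists and the macrophage list had an adjusted p = 0.0983 with an estimated correlation each.

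The cell cycle list at week 5 had 7 of 31 members rising (12 adjusted over the list alone, median 0.44, adjusted p = 1.85e-08, and adjusted p = 0.210 with an estimated correlation), with Birc5, a mitotic survival protein, at 2.38. Its score was 1.29 in week 5 replicate 1 against 0.37 to 0.62 in the other 4 kidneys. Fibrosis and extracellular matrix had 3 of 33 rising (5 adjusted over the list alone, median 0.32, adjusted p = 1.88e-04, and adjusted p = 0.471 with an estimated correlation), namely Vim at 1.21, S100a4 at 1.19 and Col6a3 at 1.14. The podocyte list had 1 of 16, Ptpro at 0.62 (2 adjusted over the list alone, median 0.17, adjusted p = 0.04997, and adjusted p = 0.339 with an estimated correlation). It did not pass without untreated replicate 1 (adjusted p = 0.143) or 2 (adjusted p = 0.195) or week 5 replicate 3 (adjusted p = 0.107) or 4 (adjusted p = 0.0831), nor with the replicate block (adjusted p = 0.0731). The neutrophil list (median 0.11, adjusted p = 0.0220) did not pass without untreated replicate 1 (adjusted p = 0.0729) or week 5 replicate 1 (adjusted p = 0.0521).

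At week 7 the named falls included enzymes of the tubule, beside the rise of inflammatory genes. Slfn4 rose by 5.11 (adjusted p = 7.02e-07), Oas3 by 5.06 (adjusted p = 1.15e-08) and Ifit1 by 4.26 (adjusted p = 1.81e-08). Bhmt, which remethylates homocysteine with betaine, fell by 4.11 (SE 0.64, adjusted p = 3.76e-05), Serpina6 fell by 3.94 (adjusted p = 3.56e-07) and Dnase1, the secreted nuclease that degrades free DNA, fell by 3.89 (SE 0.69, adjusted p = 1.99e-04). Each held in 5 of 5 treated arrays, as the naming rule requires. Week 7 replicate 4 stood apart in 2 of these falls, with Dnase1 at 11.24 and Bhmt at 6.67, and without it the changes were -4.75 for Dnase1 and -4.89 for Bhmt. Without untreated replicate 1 or 3 the rise of Ifit1 was 4.97 or 3.61. Acta2, the smooth muscle actin of myofibroblasts, rose by 1.04 at week 7 (adjusted p = 0.00285).

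Of the 30 lists, 21 passed at week 7, 15 up and 6 down, and 0 passed with an estimated correlation, against 14 at an unadjusted p under 0.05. Interferon-stimulated genes had 36 of 37 rising (median 2.35, adjusted p = 4.79e-41), macrophage genes 21 of 27 (median 1.42), complement 12 of 17 (median 1.43), chemokines 15 of 26 (median 1.05), the interferon-gamma-inducible list 14 of 17 (median 2.24), MHC class I 11 of 12 (median 1.37), sensors 12 of 18 (median 0.97) and adhesion 7 of 14 (median 0.75), each with an adjusted p = 0.0706 with an estimated correlation. Fibrosis had 22 of 33 rising (25 adjusted over the list alone, median 1.04), with Col1a1 at 2.85 and Col3a1 at 2.37, and tubular injury 16 of 20 (17 adjusted over the list alone, median 1.54), with Lcn2 at 4.34 and Havcr1 at 2.81, both with an adjusted p = 0.0871 with an estimated correlation. The score of a list, the mean change of its members per kidney, was 0.51 for fibrosis and 0.44 for tubular injury in week 7 replicate 4, against 0.85 to 1.42 and 1.33 to 2.03 in the other 4 kidneys, and 0.27 for acute phase genes against 1.16 to 1.86. This kidney was also lowest for macrophages (0.89 against 1.13 to 1.81), complement (0.81 against 1.02 to 1.68), chemokines (0.64 against 1.07 to 1.58) and the cell cycle (0.53 against 0.95 to 1.61). The same held for MHC class I (0.99 against 1.31 to 2.50) and the sensors (0.57 against 0.83 to 1.49). Its scores were lowest too for interferon-stimulated genes (1.69 against 1.92 to 3.16) and the interferon-gamma-inducible list (1.34 against 1.37 to 2.87), but not for Fc receptors or adhesion. Fc receptors had 7 of 13 rising, cell cycle genes 20 of 31 and acute phase genes 13 of 19, each with an adjusted p = 0.0946 with an estimated correlation. Counted as rising when adjusted over the list alone were 36 interferon-stimulated, 21 macrophage (and 1 falling), 14 complement, 21 chemokine, 14 interferon-gamma-inducible, 12 MHC class I, 14 sensor, 9 adhesion, 9 Fc receptor, 24 cell cycle and 15 acute phase genes.

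Proximal tubule genes, mostly transporters, had 21 of 32 falling and 1 rising at week 7 (median -0.77, adjusted p = 1.45e-11), with Slc34a3, a phosphate transporter, at -1.58, and oxidative phosphorylation had 15 of 27 falling (20 adjusted over the list alone, median -0.44, adjusted p = 1.85e-11), with Cox7a1 at -0.98. Both had an adjusted p = 0.101 with an estimated correlation. In week 7 replicate 4 the proximal tubule score was -0.00225, against -0.58 to -1.17 in the other 4 kidneys, and its oxidative phosphorylation, loop and distal nephron, and sterol synthesis scores were -0.02, 0.02 and 0.02, against -0.37 to -0.63, -0.55 to -0.65 and -0.63 to -0.84. Sterol synthesis had 8 of 16 falling (11 down and 1 up adjusted over the list alone, median -0.55, adjusted p = 0.0871 with an estimated correlation), fatty acid oxidation 9 of 23 falling and 1 rising (adjusted p = 0.195 with an estimated correlation), the loop and distal nephron list 10 of 27 falling and 1 rising (adjusted p = 0.145 with an estimated correlation) and the fat list 3 of 11 falling (median -0.95, adjusted p = 0.265 with an estimated correlation). MHC class II had 7 of 14 rising and 1 falling (median 0.76, adjusted p = 0.0392, and adjusted p = 0.388 with an estimated correlation) and the immediate early list 6 of 22 rising (median 0.35, adjusted p = 0.0111, and adjusted p = 0.366 with an estimated correlation). Week 7 replicate 4 was lowest in both, at 0.14 for MHC class II against 0.48 to 1.46 in the other 4 kidneys. Its immediate early score was 0.06 against 0.45 to 0.76. Adjusted over the list alone, 23 proximal tubule genes, 10 of fatty acid oxidation, 10 of the loop and distal nephron and 4 of the fat list fell, and 1, 2, 1 and 0 rose, while 7 MHC class II and 6 immediate early genes rose and 1 MHC class II gene fell. MHC class II did not pass without untreated replicate 1 (adjusted p = 0.105) or 2 (adjusted p = 0.0830), week 7 replicate 1 (adjusted p = 0.134), 3 (adjusted p = 0.0549) or 5 (adjusted p = 0.0501), or with the beta-actin ratio as a covariate (adjusted p = 0.176). Without untreated replicate 2 the fat list (adjusted p = 0.0536) and the immediate early list (adjusted p = 0.0830) did not pass.

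At week 9, the latest time, antibody genes and phagocyte genes stood beside the interferon-stimulated genes. Igkj1, a joining segment of the immunoglobulin kappa locus, stood at 8.57 ± 0.82 (SD, n = 5) against 3.93 ± 0.95 (SD, n = 3), a rise of 4.63 (SE 0.69, adjusted p = 3.34e-05). Jchain, the joining chain of secreted IgM and IgA, stood at 7.80 ± 0.83 (SD, n = 5) against 3.99 ± 0.34 (SD, n = 3), a rise of 3.81 (SE 0.57, adjusted p = 3.33e-05). The other named rises were Oas3 at 4.19, Slfn4 at 4.13, Fpr2 at 3.81, Csprs at 3.81, the macrophage gene Ms4a7 at 3.60, Clca3a2 at 3.53, Oasl2 at 3.29 and Lcn2, an iron-trafficking protein released by injured tubules, at 3.64 (7.61 ± 2.15, n = 5, against 3.97 ± 0.35, n = 3; adjusted p = 0.00322). Other probe sets gave 0.46 for Ms4a7 (adjusted p = 0.0848), 0.38 (adjusted p = 0.153) and 0.00 (adjusted p = 0.990) for Clca3a2, and 0.67 (adjusted p = 0.00308) and 0.69 (adjusted p = 0.0258) for Csprs. Without untreated replicate 1 the rise of Fpr2 was 4.53, and without week 9 replicate 2 that of Lcn2 was 4.34.

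Serpina6 showed the largest named fall at week 9, from 7.53 ± 0.17 (SD, n = 3) in untreated to 3.31 ± 0.86 (SD, n = 5) in treated kidneys, a change of -4.21 (SE 0.45, adjusted p = 3.59e-07). Bhmt fell by 2.98 (SE 0.64, adjusted p = 0.00190), Pvalb, a calcium-binding protein of the distal convoluted tubule, fell by 2.83 (SE 0.63, adjusted p = 0.00278), Dnase1 fell by 2.67 (SE 0.69, adjusted p = 0.00903) and Hpd, an enzyme of tyrosine breakdown, fell by 2.67 (SE 0.55, adjusted p = 0.00144). The remaining named falls were Hdc, which makes histamine, at -2.44, Slc22a27 at -2.37, Dusp15 at -2.23, Clec2h at -2.13 and Slc16a14 at -1.97, with adjusted p from 5.88e-04 for Dusp15 to 0.00212 for Slc16a14. Other probe sets gave smaller falls, -1.17 for Hdc (adjusted p = 0.00600), -2.07 (adjusted p = 0.00630) and -1.31 (adjusted p = 0.0134) for Slc22a27, -0.51 for Dusp15 (adjusted p = 0.0439), and -1.03 (adjusted p = 0.0151) and -0.94 (adjusted p = 0.0437) for Clec2h. All 20 named changes held in 5 of 5 treated arrays against every untreated array, as the naming rule requires. Without week 9 replicate 2 the changes were -3.45 for Pvalb and -3.26 for Dnase1. With only the 2 groups in the model, the fall of Dnase1 did not pass (adjusted p = 0.0619). Over all comparisons 2 named changes lost their call in that model, that of Dnase1 included.

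Of the 30 lists, 22 passed at week 9, 17 up and 5 down, and 6 of them passed with an estimated correlation (adjusted p = 0.0336 with an estimated correlation for each of the 6). Interferon-stimulated genes had 34 of 37 members rising and 1, Ifi44l at -0.34, falling (35 and 1 adjusted over the list alone, median 1.76, adjusted p = 1.49e-35). Macrophage and monocyte genes had 21 of 27 rising (22 adjusted over the list alone, median 1.63, adjusted p = 4.97e-19), with Ms4a6c at 3.20, the mannose receptor Mrc1 at 2.78 and Adgre1, which encodes F4/80, at 2.58. Complement had 11 of 17 rising (12 adjusted over the list alone, median 1.28), with C4b at 2.78 and the C1q chain gene C1qa at 2.10. Chemokines had 17 of 26 rising (19 up and 1 down adjusted over the list alone, median 1.01), with the neutrophil attractant Cxcl1 at 3.16 and the B cell attractant Cxcl13 at 2.43. Fc receptors, which bind immune complexes, had 6 of 13 rising (9 adjusted over the list alone, median 0.76), with Fcgr4 at 2.75 and Fcgr1 at 2.28. Leukocyte adhesion had 7 of 14 rising (8 adjusted over the list alone, median 0.75), with Cd44 at 3.01 and Vcam1 at 1.97. Week 9 replicates 2 and 3 stood lower, with scores of 0.92 and 1.09 for macrophages against 1.63 to 2.09 in the other 3 kidneys, 0.65 and 0.77 for complement against 1.51 to 1.55, 0.67 and 0.86 for chemokines against 1.36 to 1.61, 0.54 and 1.01 for Fc receptors against 1.20 to 1.44 and 0.64 and 0.76 for adhesion against 0.86 to 1.15. For interferon-stimulated genes replicate 2 scored 0.95 against 1.72 to 2.27 in the other 4.

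A further 6 lists of immune genes passed at week 9 at the preset correlation alone. The interferon-gamma-inducible list had 12 of 17 members rising (13 up and 1 down adjusted over the list alone, median 1.54, adjusted p = 0.0896 with an estimated correlation), MHC class I 10 of 12 (12 adjusted over the list alone, median 1.22, adjusted p = 0.0729 with an estimated correlation) and the nucleic acid sensors 12 of 18 (12 up and 1 down adjusted over the list alone, median 0.79, adjusted p = 0.0729 with an estimated correlation). Week 9 replicate 2 scored 0.63 for the interferon-gamma-inducible list against 1.24 to 1.72 in the other week 9 kidneys. For MHC class I it scored 0.63 against 1.21 to 1.76, and for the sensors 0.44 against 0.84 to 1.07. MHC class II had 7 of 14 rising, with Ctss at 2.18 and H2-Ab1 at 1.33, and H2-Oa falling at -0.57 (7 and 1 adjusted over the list alone, median 0.95, adjusted p = 0.00311, and adjusted p = 0.221 with an estimated correlation). Its score was 0.29 and 0.33 in replicates 2 and 3 against 0.87 to 1.26. The plasma cell and immunoglobulin list had 3 of 10 rising (3 adjusted over the list alone), Jchain, the coactivator Pou2af1 at 2.14 and Irf4 at 1.77, with a median of 0.15 (adjusted p = 0.0418, and adjusted p = 0.150 with an estimated correlation). The T cell list had 4 of 23 rising, led by Cd3g at 1.32 and Nkg7 at 1.08, and 1 falling (5 and 1 adjusted over the list alone, median 0.22, adjusted p = 0.0135, and adjusted p = 0.175 with an estimated correlation). The plasma cell list did not pass without untreated replicate 1 (adjusted p = 0.0961) or 2 (adjusted p = 0.0783) or week 9 replicate 1 (adjusted p = 0.0625) or 4 (adjusted p = 0.0550). With the beta-actin ratio as a covariate neither it (adjusted p = 0.144) nor the T cell list (adjusted p = 0.117) passed, and the T cell list did not pass without dim probe sets (adjusted p = 0.248).

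Genes of scarring, injury and growth were higher at week 9. Fibrosis and extracellular matrix had 20 of 33 members rising (21 adjusted over the list alone, median 0.81, adjusted p = 1.21e-13, and adjusted p = 0.0729 with an estimated correlation), with the collagens Col1a1 at 2.42 and Col3a1 at 2.17 and Lox, which links collagen fibres, at 1.89. Tubular injury had 15 of 20 rising (16 up and 1 down adjusted over the list alone, median 1.26, adjusted p = 1.47e-10, and adjusted p = 0.0896 with an estimated correlation). Of cell cycle genes 14 of 31 rose (19 adjusted over the list alone, median 0.60, adjusted p = 0.122 with an estimated correlation), with Birc5 at 2.83 and the topoisomerase Top2a at 1.97. Of acute phase genes 8 of 19 rose (9 adjusted over the list alone, median 0.62, adjusted p = 0.122 with an estimated correlation), with the copper carrier ceruloplasmin, Cp, at 2.37 and the fibrinogen chain Fgg at 2.13. Of immediate early and dissection stress genes, which also answer to tissue handling, 6 of 22 rose (9 adjusted over the list alone, median 0.56, adjusted p = 0.175 with an estimated correlation), with Egr2 at 2.43 and Ier3 at 1.37. Replicates 2 and 3 stood lower in most of these lists, with scores of 0.27 and 0.50 for fibrosis against 1.26 to 1.42 in the other 3 kidneys, 0.47 and 0.73 for tubular injury against 1.56 to 1.91, 0.29 and 0.65 for acute phase genes against 1.25 to 1.48, and 0.29 and 0.31 for immediate early genes against 0.72 to 0.79. For the cell cycle the scores were 0.27 and 0.90 against 0.87 to 1.37.

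Lists of tubular transport, respiration and sterol synthesis were lower at week 9. The proximal tubule score was -0.95, -0.83 and -0.67 in replicates 1, 4 and 5 and -0.08 and -0.11 in replicates 2 and 3. Of the proximal tubule list 10 of 32 members fell and 1, Slc13a1 at 0.62, rose (14 down and 1 up adjusted over the list alone, median -0.46, adjusted p = 1.03e-05, and adjusted p = 0.246 with an estimated correlation), with the organic anion transporter Slc22a7 at -1.40 and the gluconeogenic G6pc at -1.23. Oxidative phosphorylation had 13 of 27 falling (17 adjusted over the list alone, median -0.33, adjusted p = 4.49e-09, and adjusted p = 0.170 with an estimated correlation), with Cox7a1 at -0.94 and Sdhb at -0.79, and its score was -0.19 in each of replicates 2 and 3 against -0.42 to -0.56. The loop, distal nephron and collecting duct list had 8 of 27 falling and 1, Umod at 0.29, rising (12 down and 1 up adjusted over the list alone, median -0.27, adjusted p = 0.00112, and adjusted p = 0.175 with an estimated correlation), with Calb1, a calcium carrier, at -1.35. The score of this list was -0.07 in replicate 2 and -0.38 in replicate 3, against -0.58 to -0.63 in replicates 1, 4 and 5. Sterol synthesis had 6 of 16 falling and 1, Sqle at 0.66, rising (12 down and 1 up adjusted over the list alone, median -0.54, adjusted p = 3.25e-05, and adjusted p = 0.122 with an estimated correlation), with Idi1 at -1.39. The fat list had 0 of 11 passing (median -0.78, adjusted p = 0.0418, and adjusted p = 0.435 with an estimated correlation). It did not pass without untreated replicate 1 (adjusted p = 0.0635) or 2 (adjusted p = 0.432) or week 9 replicate 4 (adjusted p = 0.109) or 5 (adjusted p = 0.136), nor with the replicate block (adjusted p = 0.0588) or the mean of a gene's probe sets (adjusted p = 0.0733).

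The other 8 lists did not pass at week 9. Of the kidney endothelium list 4 of 19 fell (1 up and 4 down adjusted over the list alone, median -0.17, adjusted p = 0.220), among them the VEGF receptor genes Flt1 at -0.91 and Kdr at -0.57, and of the circadian clock list 5 of 16 fell (median -0.15, adjusted p = 0.0738), among them Per2 at -0.88. Neutrophil genes had 4 of 17 rising and 1 falling (5 and 2 adjusted over the list alone, median 0.07, adjusted p = 0.0677), podocyte genes 2 of 16 rising (3 adjusted over the list alone, median 0.10, adjusted p = 0.103), with Cd2ap, a slit diaphragm protein, at 0.78, and B cell genes 2 of 14 rising (median 0.23, adjusted p = 0.0795), with Blnk at 0.56. Fatty acid oxidation had 3 of 23 rising and 6 falling (5 and 7 adjusted over the list alone, median -0.09, adjusted p = 0.314), the erythroid list 1 of 9 rising, Alas2 at 1.21 (median 0.12, adjusted p = 0.412), and the adrenal cortex list 1 of 10 falling, Fdx1 at -0.74 (median 0.00, adjusted p = 0.566, the list whose median and mean differed in sign). Lists that passed without 1 array were neutrophil genes without week 9 replicate 4 (adjusted p = 0.0299) or 5 (adjusted p = 0.0463), podocyte genes without untreated replicate 3 (adjusted p = 0.0360), B cell genes without week 9 replicate 3 (adjusted p = 0.0436) and circadian genes without untreated replicate 2 (adjusted p = 0.0419) or week 9 replicate 4 (adjusted p = 0.0410). Without dim probe sets the neutrophil list passed too (adjusted p = 9.91e-05).

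**Figure D2:**
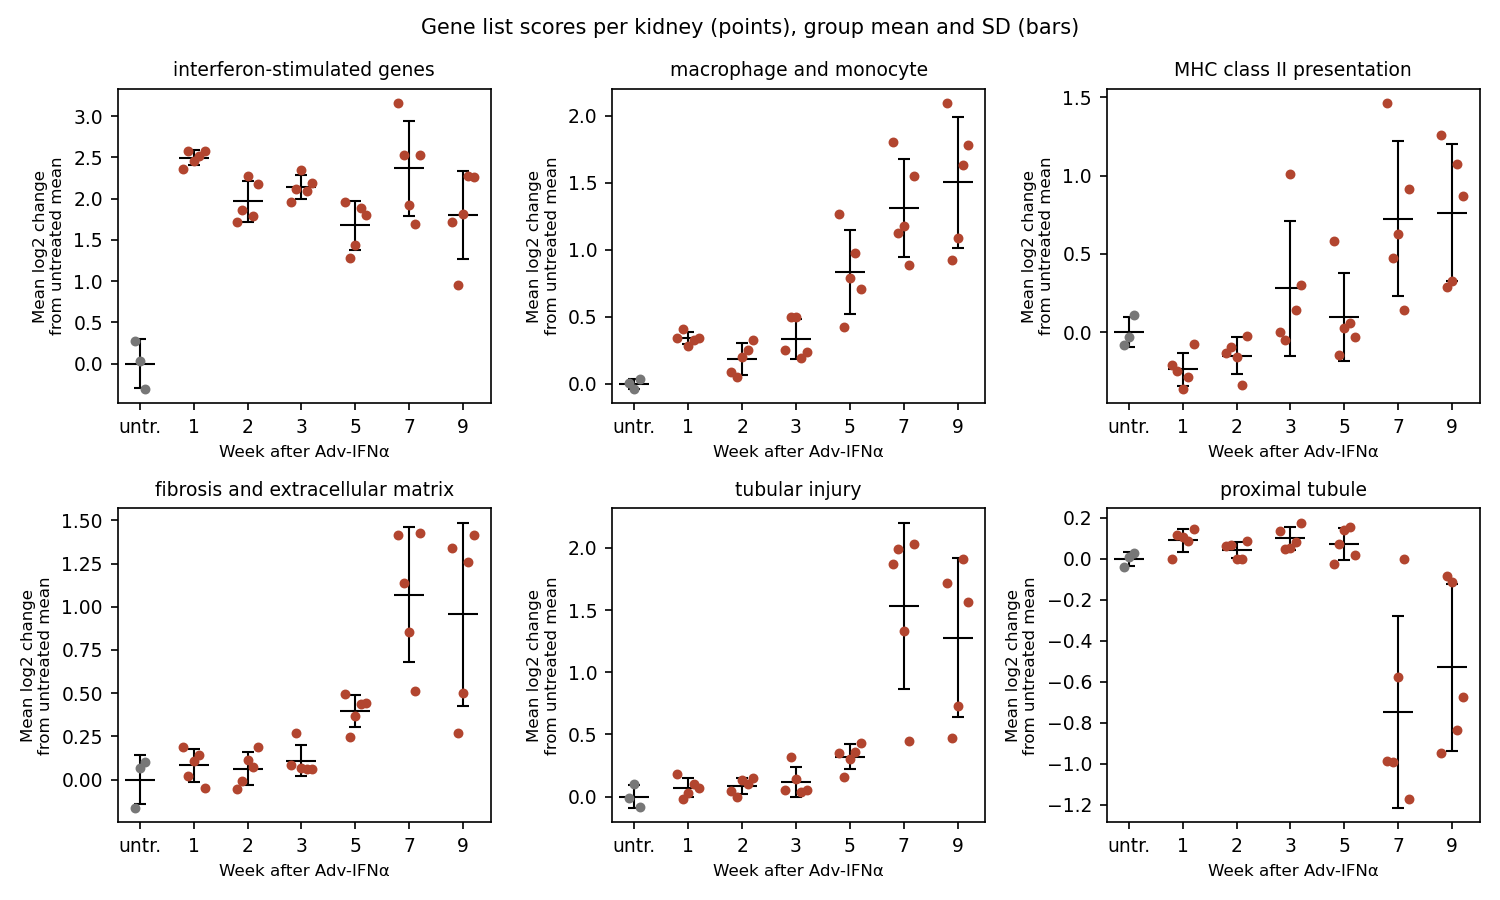
Mean log2 change of the members of 6 lists from the untreated mean (vertical axis, log2 units) in each kidney by group (horizontal axis, untreated and weeks after Adv-IFNα), with 1 point per kidney, a line for the group mean and whiskers for its SD. Interferon-stimulated scores averaged 2.50 at week 1 and 1.80 at week 9, whereas macrophage scores averaged 0.34 at week 1 and 1.31 at week 7.

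The study discusses a set of genes in comparing its models, some as differing between them and Ifih1 as raised in both. It describes Cebpd, Ccn1, Ddx60 and Jchain as more specific to the Adv-IFNα model. It places Sting1, Aim2, S100a8, S100a9, Saa1, Saa3, Col1a2, Tnc, Acta2, Fbn2, Timp1 and Havcr1 with pristane-treated SWR X NZB F1 mice. Such mice are not among these arrays, so a difference between the models was not tested. Of this set, 16 were measured here at week 9. This set is not independent evidence of a direction, since it was chosen by the study. Of the 16, 9 passed. Ifih1, a sensor of viral RNA, stood at 7.69 ± 0.52 (SD, n = 5) against 5.98 ± 0.52 (SD, n = 3), a rise of 1.70 (adjusted p = 3.35e-05), and Havcr1, the kidney injury molecule KIM-1, at 9.53 ± 1.01 (SD, n = 5) against 6.88 ± 0.39 (SD, n = 3), a rise of 2.65 (adjusted p = 2.08e-04). Timp1, an inhibitor of matrix proteases, rose by 1.77 (adjusted p = 0.00802), the matrix protein gene Tnc by 1.61 (adjusted p = 0.00212), Cebpd by 1.42 (adjusted p = 0.00427), Ccn1 by 1.28 (adjusted p = 0.00410) and Jchain by 3.81. Sting1, the adaptor that links DNA sensing to interferon, rose by 0.68 (SE 0.22, adjusted p = 0.0402), and the calgranulin gene S100a8 fell by 0.56 (SE 0.19, adjusted p = 0.0429) at a low signal of 2.55 ± 0.16 (SD, n = 5) against 3.11 ± 0.33 (SD, n = 3).

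For the remaining 7 study genes the log2 differences at week 9 were 0.51 for Acta2 (adjusted p = 0.159), 0.16 for Col1a2 at a signal near the floor (adjusted p = 0.587), -0.05 for Fbn2 (adjusted p = 0.876), -0.03 for S100a9 (adjusted p = 0.959), 0.55 for Saa1 (adjusted p = 0.279), 0.31 for Saa3 (adjusted p = 0.400) and 0.57 for Ddx60 (adjusted p = 0.341). A further Acta2 probe set, at a low signal, gave -0.64 (adjusted p = 0.0900). Acta2 passed without week 9 replicate 2 (0.70, adjusted p = 0.0328). Sting1 did not pass without untreated replicate 1 (0.59, adjusted p = 0.153) or 3 (0.62, adjusted p = 0.140) or week 9 replicate 1 (0.51, adjusted p = 0.133) or 4 (0.58, adjusted p = 0.106), nor with the replicate block (adjusted p = 0.0563), and S100a8 did not pass without untreated replicate 1 (adjusted p = 0.124) or 3 (adjusted p = 0.236), week 9 replicate 1 (adjusted p = 0.0953) or 4 (adjusted p = 0.0928), with array medians subtracted (adjusted p = 0.0548) or with array weights (adjusted p = 0.0800). With only the 2 groups in the model Sting1 (adjusted p = 0.142), S100a8 (adjusted p = 0.0769), Timp1 (adjusted p = 0.0685) and Tnc (adjusted p = 0.0531) did not pass, and a further Tnc probe set gave 0.05 (adjusted p = 0.864).

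**Figure D3:**
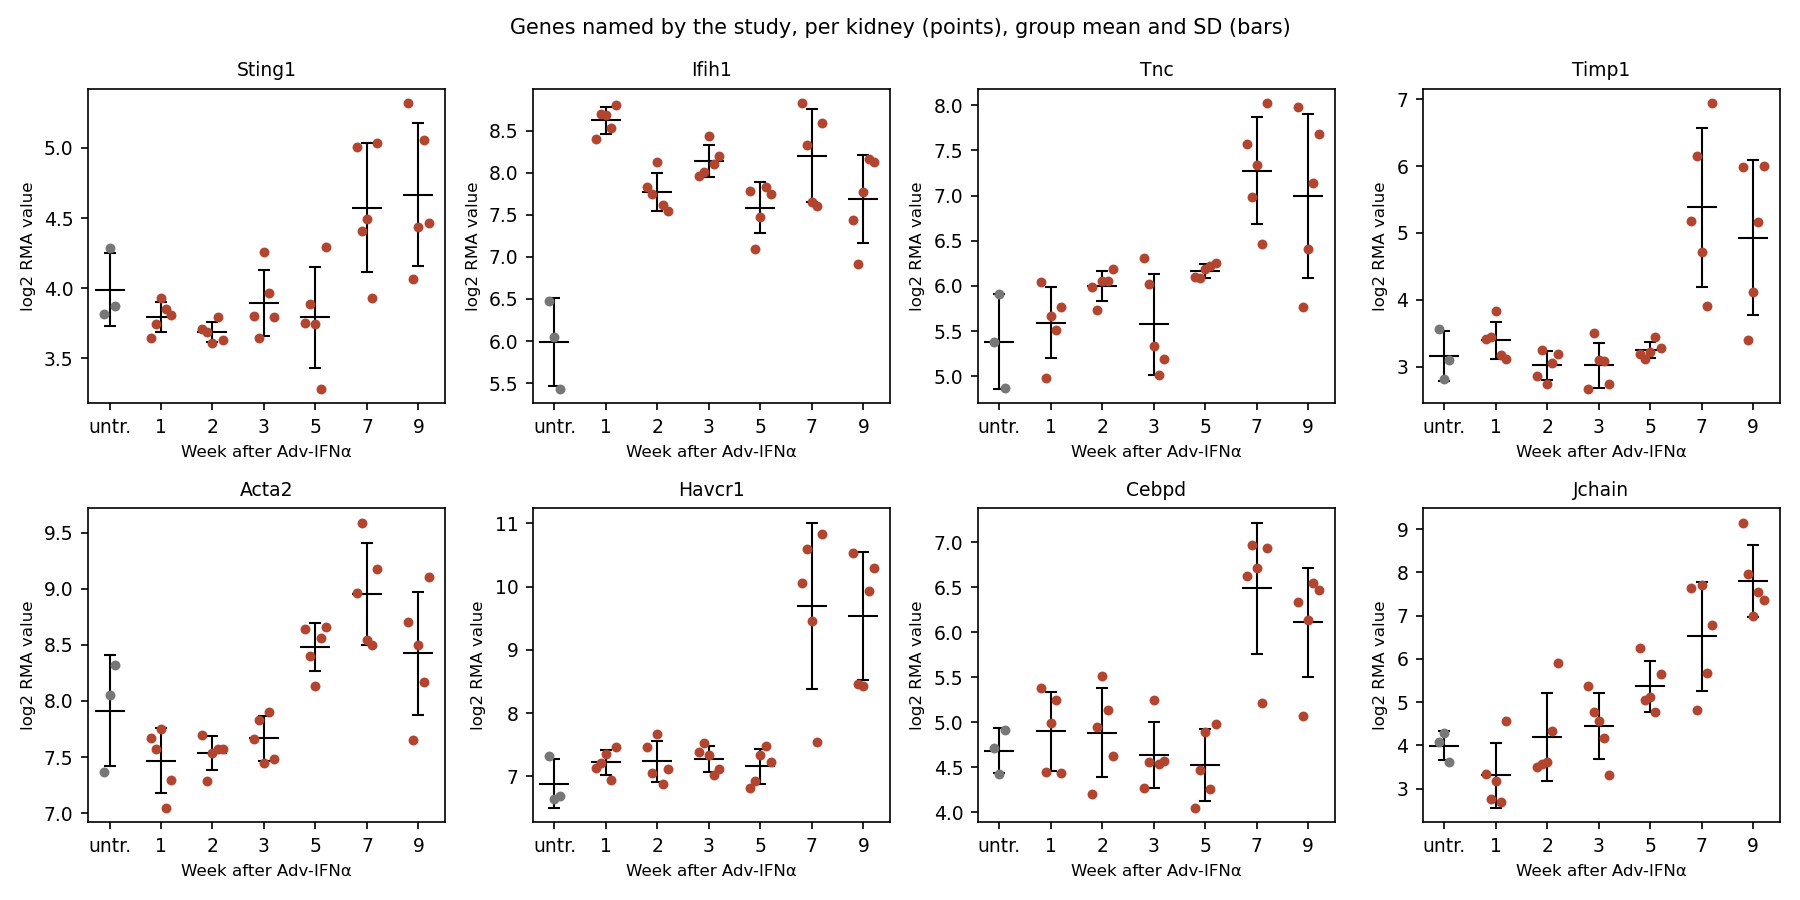
Log2 intensity (vertical axis) of 8 genes named by the study in each kidney by group (horizontal axis, untreated and weeks after Adv-IFNα), with 1 point per kidney, a line for the group mean and whiskers for its SD. Ifih1 was highest at week 1 (a change of 2.64), whereas Havcr1 stood 2.65 above untreated kidneys at week 9.

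Week 9 minus week 1 asks what separated late from early kidneys among treated mice. The untreated arrays are not subtracted here and enter only the variance estimate, and 751 probe sets were called (567 up, 184 down, and 289 down without week 9 replicate 2). Without a fold threshold the balance was even, with 2091 up and 2089 down. The antibody genes Igkj1 (5.47, adjusted p = 7.79e-07) and Jchain (4.49, adjusted p = 7.79e-07) rose, and so did Lcn2 (4.14, adjusted p = 2.68e-04), Cxcl1 (3.25, adjusted p = 2.97e-06), Fpr2 (3.25, adjusted p = 1.40e-05) and the alpha globin gene Hba-a1, which stood at 9.96 ± 0.48 (SD, n = 5) against 6.56 ± 0.50 (SD, n = 5). Serpina6 fell by 3.95 (adjusted p = 2.18e-07), Pvalb fell by 3.10 (adjusted p = 3.22e-04), the lipocalin gene Apod fell by 2.55 (adjusted p = 5.38e-06), Hpd fell by 2.51 (adjusted p = 7.92e-04), Bhmt fell by 2.31 (adjusted p = 0.00574) and the glutathione peroxidase gene Gpx6 fell by 2.19 (adjusted p = 1.53e-05). All 12 changes held in 5 of 5 week 9 arrays against every week 1 array, as the naming rule requires. Without week 9 replicate 2 the changes of Lcn2 and Pvalb were 4.84 and -3.73. With the globin signal as a covariate 1231 probe sets were called (746 up, 485 down).

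Interferon-stimulated genes fell between week 1 and week 9, with 15 of 37 members lower (21 adjusted over the list alone, median -0.53, adjusted p = 8.21e-11, and adjusted p = 0.172 with an estimated correlation), among them Irf7 at -1.92 and Ifit1 at -1.74. Of the 30 lists 22 passed, 15 up and 7 down, and 9 passed with an estimated correlation. Among these 9, leukocyte adhesion had 7 of 14 rising (median 0.80, adjusted p = 0.0213 with an estimated correlation), macrophage genes 21 of 27 (median 1.30, adjusted p = 0.0394 with an estimated correlation), Fc receptors 7 of 13, chemokines 13 of 26 with 1 falling, and plasma cell genes 3 of 10 (adjusted p = 0.0439 with an estimated correlation for each of these 3). Fibrosis had 22 of 33 rising and 1, Col5a2 at -1.15, falling (median 0.80), tubular injury 14 of 20 rising (median 0.93), acute phase genes 10 of 19 (median 0.79) and immediate early genes 13 of 22 (median 0.85), each with an adjusted p = 0.0463 with an estimated correlation. MHC class II had 9 of 14 rising, with Cd74, the invariant chain, at 2.21 (median 1.14, adjusted p = 0.0570 with an estimated correlation). Counted as rising when adjusted over the list alone were 8 adhesion, 21 macrophage, 8 Fc receptor, 16 chemokine, 3 plasma cell, 25 fibrosis, 18 tubular injury, 14 acute phase, 14 immediate early and 9 MHC class II genes, and 1 macrophage, 1 chemokine and 1 fibrosis gene fell.

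Of the other lists that passed between week 1 and week 9, complement had 6 of 17 rising (adjusted p = 0.172 with an estimated correlation), T cell genes 7 of 23 (adjusted p = 0.0795 with an estimated correlation), neutrophil genes 5 of 17 (adjusted p = 0.0514 with an estimated correlation), cell cycle genes 15 of 31 (adjusted p = 0.0924 with an estimated correlation) and podocyte genes 2 of 16 (adjusted p = 0.240 with an estimated correlation). Proximal tubule genes had 16 of 32 falling and 1 rising (median -0.62) and oxidative phosphorylation 14 of 27 falling, both with an adjusted p = 0.120 with an estimated correlation, loop and distal nephron genes 12 of 27 falling and 1 rising and sterol synthesis 8 of 16 falling, both with an adjusted p = 0.0749 with an estimated correlation. Circadian genes had 6 of 16 falling and 1 rising (median -0.24, adjusted p = 0.128 with an estimated correlation) and the adrenal cortex list 1 of 10 falling (median -0.75, adjusted p = 0.451 with an estimated correlation). Adjusted over the list alone, 7 complement, 8 T cell, 6 neutrophil, 17 cell cycle and 3 podocyte genes rose, and 25 proximal tubule, 20 oxidative phosphorylation, 15 loop and distal nephron, 12 sterol synthesis, 7 circadian and 1 adrenal genes fell, with 1 proximal tubule, 1 loop and 1 circadian gene rising. The adrenal list did not pass without week 1 replicate 1 (adjusted p = 0.0617) or 4 (adjusted p = 0.331), the circadian list without week 9 replicate 1 (adjusted p = 0.0516) or 5 (adjusted p = 0.0556), and the podocyte list without week 1 replicate 1 (adjusted p = 0.0542), 3 (adjusted p = 0.0807) or 4 (adjusted p = 0.0645) or week 9 replicate 2 (adjusted p = 0.154), 3 (adjusted p = 0.0571) or 5 (adjusted p = 0.0552). Without dim probe sets 20 lists passed (13 up, 7 down), and without the 2 arrays with adrenal transcripts 20 (14 up, 6 down). With the globin signal as a covariate 21 passed (14 up, 7 down), and with only the 2 groups compared 21 (15 up, 6 down). The count stayed at 22 with the replicate block, the beta-actin ratio as a covariate or the mean of a gene's probe sets.

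Of the 204 probe sets called up at week 1, 161 were also called up at week 9, where 4.04 would be shared by independent sets. In 20 simulations of unchanged groups against the same controls no probe set was called, and the 204 and 891 strongest rises by rank shared 88.05 on average (75 to 101). Part of the excess over independent sets may therefore come from the 3 untreated arrays that both comparisons use. Of the 204, 50 were lower and 7 higher at week 9 than at week 1 by the test of the difference.

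Between neighbouring collection weeks the largest step was from week 5 to week 7, with 602 probe sets called (307 up, 295 down), and 1025 without week 7 replicate 4. From week 2 to week 3 there were 5 calls, all down, with the named genes Zbtb16, a zinc finger gene induced by glucocorticoids (-2.65, adjusted p = 0.00112), and Klf10 (-1.04, adjusted p = 0.0117). A further Zbtb16 probe set gave 0.02 (adjusted p = 0.997). From week 7 to week 9 there were 6 calls, with a probe set of Hba-a1 (3.51, adjusted p = 0.0414, in 3 of 5 arrays) and the proton pump gene Atp12a (1.41, adjusted p = 0.0132, in 4 of 5) higher and Dnm3os (-1.01, adjusted p = 0.0482, in 4 of 5) lower among named genes. The brightest Hba-a1 probe set gave 2.54 (adjusted p = 0.0538) and the remaining one 2.12 (adjusted p = 0.122), and a further Dnm3os probe set gave -0.66 (adjusted p = 0.171). That count was 11, 48 and 1 without week 7 replicates 3, 4 and 5, and 3, 10 and 14 without week 9 replicates 1, 4 and 5. The named genes of these small counts were chosen after their values were seen.

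From week 1 to week 2 there were 7 calls, with 3 probe sets of Hba-a1 higher (3.57, 2.83 and 2.50) and Apod (-1.59, adjusted p = 0.0382), Per2 (-1.23, adjusted p = 0.0160) and Manf, a stress protein of the endoplasmic reticulum (-1.05, adjusted p = 0.0264), lower. A further Per2 probe set gave -0.34 (adjusted p = 0.650). The count was 4, 4, 1, 1 and 0 without week 1 replicates 1 to 5 and 0, 1, 1, 4 and 1 without week 2 replicates 1 to 5 in turn, where the counts of 0 stood beside 3249 and 3336 probe sets at an unadjusted p under 0.05 by limma. From week 3 to week 5 there were 6 calls, all up, in Adgre4 (2.13), Ear3 (1.76), Bcl2a1a (1.57), Itga4 (1.56), Cybb (1.53) and Sox7 (1.08), with adjusted p from 0.00920 to 0.0467. The call of Cybb was that of a dimmer probe set, and its brightest one gave 1.13 (adjusted p = 0.176). Further probe sets gave 0.72 for Adgre4 (adjusted p = 0.593), 1.74 for Ear3 (adjusted p = 0.1003), at most 0.61 for Itga4 (adjusted p = 0.950) and -0.28 for Sox7 (adjusted p = 0.99997). That count was 2, 23, 3 and 2 without week 3 replicates 1, 2, 4 and 5 and 2, 37, 0 and 2 without week 5 replicates 1, 2, 4 and 5, where the count of 0 stood beside 2176 probe sets at an unadjusted p under 0.05 by limma. The genes were chosen after their values were seen.

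Blood and adrenal transcripts differed between groups and kidneys. Hba-a1 averaged 8.81 ± 0.55 (SD, n = 3) in untreated kidneys, 6.56 ± 0.50 (SD, n = 5) at week 1, 9.38 ± 0.29 (SD, n = 5) at week 2, 10.17 ± 0.21 (SD, n = 5) at week 3, 9.64 ± 0.67 (SD, n = 5) at week 5, 7.41 ± 2.16 (SD, n = 5) at week 7 and 9.96 ± 0.48 (SD, n = 5) at week 9. Cyp11b1, the last enzyme of glucocorticoid synthesis in the adrenal cortex, stood at 7.32 in week 1 replicate 4, 7.11 in week 2 replicate 4 and 3.99 in week 1 replicate 1, against 1.38 ± 0.10 (SD, n = 3) in untreated kidneys. Cyp11b1 was chosen after its values were seen.

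**Figure D4:**
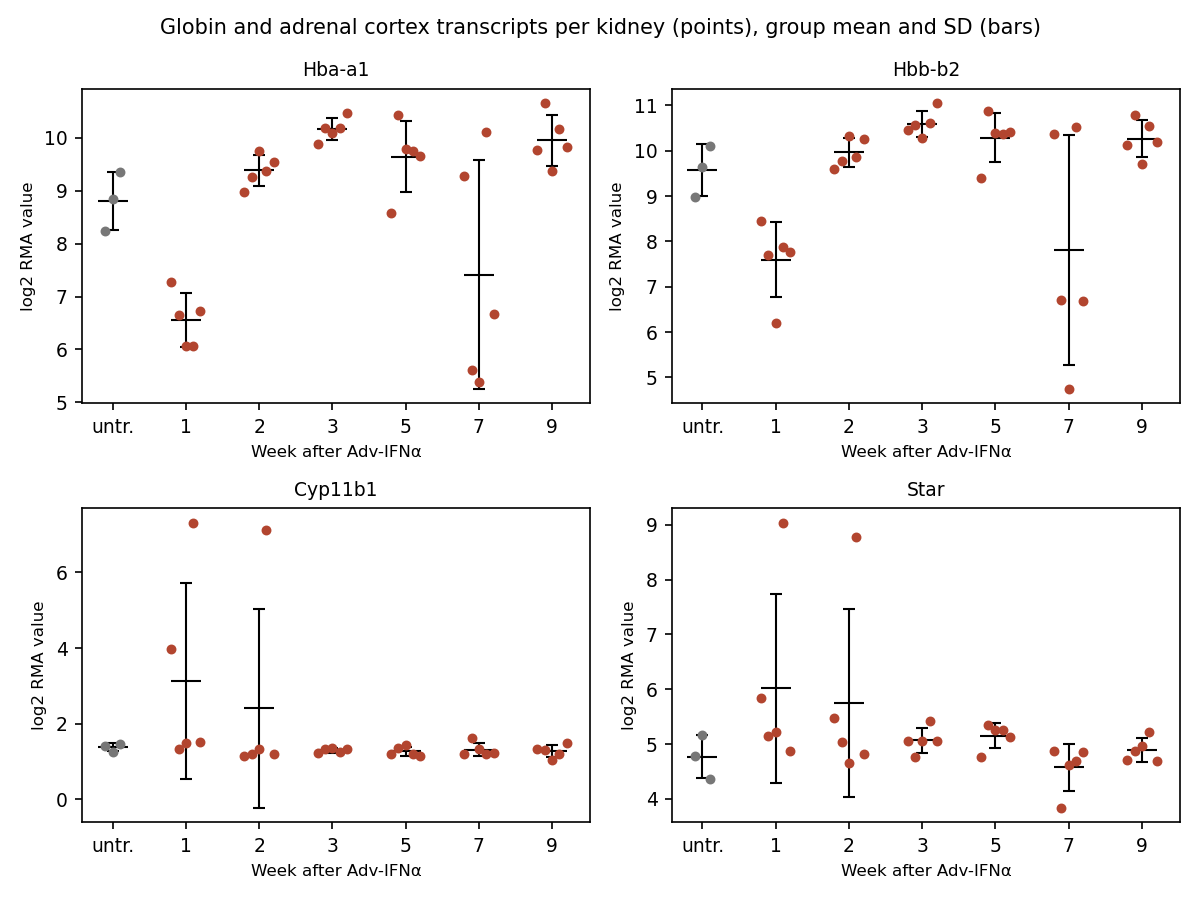
Log2 intensity (vertical axis) of Hba-a1, Hbb-b2, Cyp11b1 and Star in each kidney by group (horizontal axis, untreated and weeks after Adv-IFNα), with 1 point per kidney, a line for the group mean and whiskers for its SD. Hba-a1 averaged 6.56 at week 1 and 9.96 at week 9, and Cyp11b1 reached 7.32 and 7.11 in 1 kidney each of weeks 1 and 2. Hbb-b2, Cyp11b1 and Star were chosen after their values were seen.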

Values the study reported

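The study reports 741 genes that differed in kidneys of BWF1 mice given Adv-IFNα, at more than 2-fold and an adjusted p under 0.05. By its account 55 genes seemed more specific to this model.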

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

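Chosen only after the result was seen were the tests of RNA quality and of week 5 kidneys for the late kidneys, of dilution and of medulla for the proximal tubule, and both tests on the globin transcripts. Single kidneys far from the rest of their group were looked for in 180 groups of list scores, of which 12 had one (9 by chance), and in 80 groups of gene values, of which 4 had one (4 by chance), since chance gives about 1 in 20 groups.

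Week 7 replicate 4 and week 9 replicates 2 and 3 stood apart from the other 7 late kidneys, with Lcn2 at 4.30, 4.82 and 5.90 against 8.53 to 9.94 and first principal component scores of 1.09, -3.03 and 14.04 against 40.9 to 71.2. Early arrays under a late label were argued against, since the macrophage scores of 3 of the 3 (0.89, 0.92 and 1.09) lay above all 15 arrays of weeks 1 to 3, whose highest was 0.50. RNA quality was argued against for week 7 replicate 4 and week 9 replicate 2, since the beta-actin ratio of 2 of 2 (2.01 and 2.01) lay inside the range of the other 7 late arrays, 1.79 to 2.13, but stays open for week 9 replicate 3, whose ratio of 2.19 was the highest of the 33 arrays, while its Gapdh ratio of 1.47 lay inside 1.39 to 1.64. Week 5 kidneys under a late label were argued against for 2 of 2 week 9 kidneys, where Havcr1 (8.46 and 8.43) and Jchain (7.96 and 7.00) exceeded the highest week 5 kidney (7.48 and 6.25) by more than the week 5 SD. For week 7 replicate 4 this explanation stays open (0 of 1 beyond, at 7.54 and 5.67), and slower disease in these mice, which may differ from mouse to mouse, was not tested.

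Proximal tubule genes were lower at week 9, with scores of -0.95, -0.83 and -0.67 in replicates 1, 4 and 5 and of -0.08 and -0.11 in replicates 2 and 3. Of the 32 members 10 fell and 1 rose, and the list did not pass with an estimated correlation (camera adjusted p = 0.246). Dilution by infiltrating cells would lower all resident cell types alike. The podocyte median stood 0.56 above the proximal tubule median (permutation test of 1e+05 draws over genes, p = 0.00365). The same difference for kidney endothelium was 0.29 (permutation test, p = 0.0728). These tests treat the genes of a list as independent, so their p does not measure spread between mice. In replicates 1, 4 and 5 the podocyte scores (0.04, 0.06 and 0.27) were not below the untreated kidneys (lowest -0.07). This argues against dilution as the whole cause in these 3. However, the endothelium scores of replicates 1 and 4 (-0.15 and -0.23) lay below every untreated kidney (lowest -0.06). More medulla in the sample would raise genes of the thick limb and collecting duct, and the median of 7 such genes was -0.27 (quartiles -0.38 and -0.12), although Umod rose by 0.29, the other 6 did not pass, and the mean score of the 7 differed from untreated by -0.30 (exact two-sided permutation test, p = 0.125). In replicates 1, 4 and 5 that score was -0.38, -0.54 and -0.50, below every untreated kidney (lowest -0.03), which argues against more medulla as the whole cause in these 3. A loss or change of state of proximal tubule cells with disease may account for the fall as a hypothesis and was not tested.

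Globin transcripts were low at week 1, with a mean globin change of -2.11 from untreated kidneys and Hba-a1 at -2.25 (adjusted p = 0.0585, lower in 5 of 5 kidneys than in any untreated kidney). Less blood left in the kidney would lower platelet and neutrophil genes as well, and their median was -0.28, over 3 members above the median intensity where 5 were needed to decide. Fewer erythroid transcripts would lower the other erythroid genes, whose median was -0.0284, again over 3 members. These causes cannot be told apart with the members measured, and no biological explanation was tested.

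The share of the range taken by the gap to the nearest kidney was 0.714 for MHC class II in week 5 replicate 1, 0.730 for the cell cycle in the same kidney, 0.742 for complement in week 1 replicate 4, 0.757 for Hpd in the same kidney, 0.761 for kidney endothelium in week 1 replicate 2 and 0.981 for the adrenal cortex in week 2 replicate 4. In week 3 it was 0.717 for nucleic acid sensors in replicate 3, 0.881 for fibrosis in replicate 2 and 0.784 for sterol synthesis in replicate 5. In week 7 it was 0.846 for the loop and distal nephron and 0.756 for sterol synthesis in replicate 4 and 0.772 for neutrophil genes in replicate 2. In week 9 it was 0.742 for erythroid genes, 0.725 for Cebpd and 0.728 for Oasl2 in replicate 2 and 0.713 for S100a9 in replicate 3. These kidneys lay above the rest of their group (1.29 against 0.37 to 0.62 for the cell cycle), except for kidney endothelium, Cebpd and Oasl2, where they lay below.

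Differences between weeks were tested in the model. Called were 751 probe sets for week 9 minus week 1, 7 for week 2 minus week 1, 5 for week 3 minus week 2, 6 for week 5 minus week 3, 602 for week 7 minus week 5 and 6 for week 9 minus week 7. Of the lists 22 differed between week 1 and week 9, with medians of -0.53 for interferon-stimulated genes, 1.14 for MHC class II, 0.23 for complement, 0.59 for Fc receptors, 0.78 for chemokines, 0.80 for leukocyte adhesion, 0.24 for plasma cells, 0.80 for fibrosis, 0.93 for tubular injury, -0.62 for the proximal tubule, -0.33 for oxidative phosphorylation, 0.17 for podocytes, -0.33 for the loop and distal nephron, 1.30 for macrophages, 0.17 for T cells, 0.22 for neutrophil genes, 0.51 for the cell cycle, 0.79 for acute phase genes, -0.56 for sterol synthesis, -0.24 for the circadian clock, 0.85 for immediate early genes and -0.75 for the adrenal cortex. With an estimated correlation 9 of the 22 passed, and the call was lost for interferon-stimulated genes (adjusted p = 0.172), MHC class II (adjusted p = 0.0570), complement (adjusted p = 0.172), the proximal tubule and oxidative phosphorylation (adjusted p = 0.120 each), podocytes (adjusted p = 0.240), the loop and distal nephron and sterol synthesis (adjusted p = 0.0749 each), T cells (adjusted p = 0.0795), neutrophil genes (adjusted p = 0.0514), the cell cycle (adjusted p = 0.0924), the circadian clock (adjusted p = 0.128) and the adrenal cortex (adjusted p = 0.451).

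Other splits of the same arrays tested how often an arbitrary grouping gives as many calls. Among the 56 splits of 5 treated and 3 untreated arrays, 1 was as large as the real one at week 1 (209, highest other 10), the real one included. The number was also 1 at week 2 (175, highest other 16), week 3 (213, highest other 2) and week 5 (325, highest other 93). At week 7 it was 1 (1444, highest other 1383), and at week 9 it was 2 (1101, highest other 1247). The real split thus stood well above the others at weeks 1 to 5. At weeks 7 and 9 the count alone hardly set treatment apart from spread among the late kidneys. The highest other splits at weeks 7 and 9 set apart replicates 1, 2 and 5, and replicates 1, 4 and 5, from the rest, which points to a structure among the late kidneys. Among 100 splits drawn for each pair of weeks, 1 was as large for week 9 minus week 1 (751 against a highest other of 358), the real one included. The number was also 1 for week 2 minus week 1 (7 against 2), week 3 minus week 2 (5 against 0) and week 5 minus week 3 (6 against 0). It was 2 for week 7 minus week 5 (602 against 649), where another split gave more calls than the real one. For week 9 minus week 7, 14 splits were as large (6 against 269), so arbitrary groupings often gave as many calls. These numbers were not adjusted over the comparisons.

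A signal in control probe sets that the comparisons do not use was the beta-actin 3′/5′ log2 ratio, 0.375 higher in treated than in untreated kidneys (exact permutation test, p = 3.67e-04).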

How the results depend on the processing

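Chosen only after the data were seen were the tests without the 2 adrenal arrays and those with the beta-actin ratio or the globin signal as a covariate. Across the 11 settings other than fold thresholds, called probe sets ranged from 177 to 220 at week 1, 140 to 189 at week 2, 183 to 224 at week 3, 257 to 358 at week 5, 1129 to 1902 at week 7, 884 to 1257 at week 9 and 618 to 1231 for week 9 minus week 1, where 1231 came with the globin covariate. In this order, the counts without a fold threshold were 643, 597, 620, 1332, 7057, 6278 and 4180, and 45, 3824 and 31 for week 2 minus 1, 7 minus 5 and 9 minus 7. At 1.5-fold they were 511, 444, 485, 960, 4334, 3560 and 2279. These are larger by construction. With only the 2 groups compared, 5 study genes passed instead of 9, and week 2 minus 1, 5 minus 3 and 9 minus 7 gave 14, 1 and 0 calls, the last beside 4111 probe sets at an unadjusted p under 0.05 by limma. The cause was not tested.

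With the correlation estimated, 4, 1, 3, 2, 0, 6 and 9 lists passed in place of 8, 5, 8, 13, 21, 22 and 22, where each estimate above the preset value widens a list's error by construction. With fry, in the same order, 5, 4, 5, 13, 26, 25 and 23 passed. The sign of the immediate early list at week 1 turned upward with the beta-actin covariate without passing (adjusted p = 0.790), and the fall of Nr4a3 at week 3 was not seen in its next brightest probe set, which was dim (0.0133, adjusted p = 0.980). The cause was not tested.

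Leaving out each array in turn gave 186 to 277 calls at week 1, 152 to 249 at week 2, 196 to 266 at week 3, 254 to 400 at week 5, 1266 to 1954 at week 7, 906 to 1414 at week 9 and 567 to 1042 for week 9 minus week 1. Lists ranged from 7 to 9, 5 to 6, 5 to 8, 11 to 14, 18 to 22, 20 to 23 and 20 to 24, and study genes from 7 to 10. Between neighbouring weeks the ranges were 0 to 4, 4 to 6, 0 to 37, 418 to 1025 (the last without week 7 replicate 4) and 1 to 48.

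With the replicate number as a block the counts were 206, 174, 207, 313, 1425, 1089 and 751, those between neighbouring weeks 5, 5, 8, 602 and 5, and 8 study genes passed. The numbers do not pair the mice: over 93 pairs of arrays with the same number the median residual correlation was -0.006, from -0.350 to 0.270. Arrays carry no depth, and dim probe sets such as that of Col1a2 lie near background, where changes are compressed.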

Other observations

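The values in this part were chosen after they were seen and are given without a further test, while the tests of Serpina6, Slc5a3, Nr4a3 and Ifit1 stand in the report. Serpina6, the corticosteroid-binding globulin gene, had means of 7.53 in untreated kidneys and 7.27, 6.08, 6.55, 5.27, 3.58 and 3.31 at weeks 1, 2, 3, 5, 7 and 9. Slc5a3 averaged 6.04 in untreated kidneys and 5.60, 5.41, 4.80, 4.73, 4.65 and 4.58 at these weeks. Nr4a3 was lowest at week 3, with 7.73 in untreated kidneys and 7.51, 6.45, 5.21, 5.82, 7.02 and 6.47.

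Ifit1 stood at 6.87 in untreated replicate 1 against 5.31 and 4.15 in the other untreated kidneys. Adipoq, a gene of fat cells, ran from 2.07 to 7.95 over the 33 kidneys. At week 7 Hba-a1 stood at 5.62, 5.39 and 6.66 in replicates 2, 3 and 5.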
